A study of Caulobacter vibrioides NA1000 with 6 samples. Its data were reported in "Cytosine methylation contributes to the fitness of Caulobacter cells naturally expressing a Vsr-like protein" (2026).

How the data were processed

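Messenger RNA levels were measured by RNA sequencing in Caulobacter crescentus NA1000, a freshwater alphaproteobacterium, in 3 libraries of WT cells and 3 libraries of ΔscmA cells, which lack scmA, the gene of a cytosine DNA methyltransferase. Per the labels, cultures grew exponentially in M2G minimal medium to an OD660 of 0.4, and each library was made from 1000 ng of total RNA with a stranded kit after depletion of ribosomal RNA. The study describes the 3 libraries of a strain as independent biological replicates. The labels give each strain the replicate letters A, B and C.

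The authors trimmed single reads with Cutadapt 1.8, removed reads that matched ribosomal RNA and reads of low complexity, aligned the rest with STAR 2.5.3a to the ASM2200v1 assembly, and counted reads per gene with htseq-count of HTSeq 0.9.1, which left the raw read counts they deposited. These versions were stated both in the study's methods and in the submitters' processing notes. The strand setting of the counting was not given in the sources used here, so reads from a gene and from a gene that overlaps it on the other strand may not be told apart. The deposited counts were not normalized.

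The table held 4166 genes and 5 rows of read classes, which were kept out of library sizes and tests. Reads outside any gene made up 6.17% to 7.62% of the counted and class reads of a library, reads in more than 1 gene (left uncounted by htseq-count) 6.53% to 7.25%, and reads with more than 1 alignment 4.19% to 5.83%. The 45 genes with no count in any library were removed, and 4121 were tested. The identifiers were matched to a RefSeq table of the same assembly, and 4085 of the 4166 were found. The other 81 kept their identifiers and have no position here. The names scmA, vsrA and didA were taken from the study's text. Gene positions are start and end on the chromosome in ASM2200v1. No genome sequence was used here, so the planned tests of YGCCGGCR motifs and of LexA boxes upstream of genes were not run.

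Library sizes were scaled by TMM, and genes were tested with edgeR 4.0.16 (quasi-likelihood fit and test) in R 4.3.3, with strain and replicate letter as terms. The study's model had a batch term, but neither the study nor the labels say which libraries shared a batch. The letter stands in for it here and may not mark the study's batches. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in either direction, which are the study's thresholds, and the count at adjusted p alone was kept beside it. Fold changes are ΔscmA over WT. The standard error (SE) of a log2 fold change is its size divided by the square root of the F statistic. CPM are counts per 1000000 counts of the TMM-scaled library, given as mean ± SD.

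A set of 22 gene lists was fixed before the data were examined. One of them, the 21 genes the study marked as induced by DNA damage, was chosen by the study on these libraries. The list of transposases had no member in the names available, and the list of TonB systems had 2. The 20 lists with at least 3 measured members were tested with camera at a preset correlation between genes of 0.01 and with the correlation estimated from the data (limma 3.58.1), and with fry, which tests whether the genes of a list move on balance one way. With the correlation estimated, camera's test has only the fit's 2 residual degrees of freedom, so a high adjusted p there is weak evidence against a list. Adjustment was over the 20 lists. For each list, the calls are also given adjusted over the list alone.

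The genes named were fixed by rule before the data were examined. They are scmA and the 2 genes on each side, 7 genes that the study's text names, the 15 largest increases and up to 10 largest decreases among genes with adjusted p under 0.05, the same direction in all 3 letter pairs and a mean of at least 10 counts, and from each list up to 4 members with the largest change among those with adjusted p under 0.05, or the 2 with the smallest p as values only. Any other gene named was chosen after its values were seen.

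Alternatives fixed before the data were examined were a fit with no replicate block, DESeq2 1.42.0, limma on log2 CPM with a prior count of 1 (the test the study used, in a fit that also held another condition), RLE and upper-quartile scaling, filterByExpr, protein-coding genes only, thinning to the smallest library, an adjusted p of 0.01, and leaving out each library in turn. Leaving out 1 library with no block, a fit of 2 against 2 libraries, and the SOS list without the genes the study marked were added later. Replicates were compared before averaging: within a strain, the counts of any 2 libraries differed by at least 131 times their degrees of freedom in a chi-square statistic, so no library was a copy of another.

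The method was tested on simulated counts for the comparison of ΔscmA with WT, drawn from the real means, library sizes and dispersions with 200 of the genes changed. In a fit of 4118 genes with the block, 99 of 100 genes changed by a log2 fold of 2 and 56 of 100 changed by a log2 fold of 1 were recovered at adjusted p under 0.05, with 11 false calls. A change of 2-fold was thus missed often at this depth and number of libraries. The simulated counts were drawn independently, and more genes were changed than were called in the real libraries. The recovery in the real libraries may thus be lower.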

Results

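The transcriptomes of 3 WT and 3 ΔscmA cultures were compared by RNA-seq. Counts in genes ran from 26035819 to 27954697 in ΔscmA and from 26451687 to 27581293 in WT. Between 4105 and 4113 genes had at least 1 count in a library.

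The deleted gene was examined first. scmA (CCNA_01085, 1190105 to 1191112) had 24.8, 18.7 and 16.5 CPM in ΔscmA replicates A, B and C, and 676, 665 and 509 CPM in WT replicates A, B and C. Its level in all 6 libraries thus went with the strain on the label. The log2 fold change was -4.96 (SE 0.14, n = 3 per strain; edgeR quasi-likelihood test, adjusted p = 0.00310). The genes beside scmA gave no call: CCNA_01083 and CCNA_01084 on one side had log2 fold changes of -0.24 and -0.33, and lepA and eipA on the other had -0.17 and -0.25 (adjusted p of 0.678, 0.652, 0.726 and 0.746, edgeR).

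The study asked whether the loss of methylation by ScmA changes gene expression. In ΔscmA cells 33 genes were higher and 1 gene, scmA, was lower than in WT cells. The genes that rose included a group with roles in the response to DNA damage. The gene of the endonuclease BapE (bapE, CCNA_00663) rose 6.64-fold, from 6.78 ± 1.17 to 44.8 ± 5.02 CPM (SD, n = 3), imuA of the translesion synthesis operon rose 6.37-fold, from 28.9 ± 10.1 to 177 ± 7.07 CPM, and the division inhibitor gene didA (CCNA_03212) rose 5.14-fold, from 2.86 ± 1.40 to 13.9 ± 1.88 CPM. The recombinase gene recA, already abundant in WT cells at 729 ± 60.8 CPM, rose 2.21-fold to 1610 ± 97.6 CPM. The genes of 2 putative Vsr-like endonucleases rose as well, CCNA_02876 by 3.87-fold and vsrA (CCNA_02930) by 2.58-fold.

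**Figure D1:**
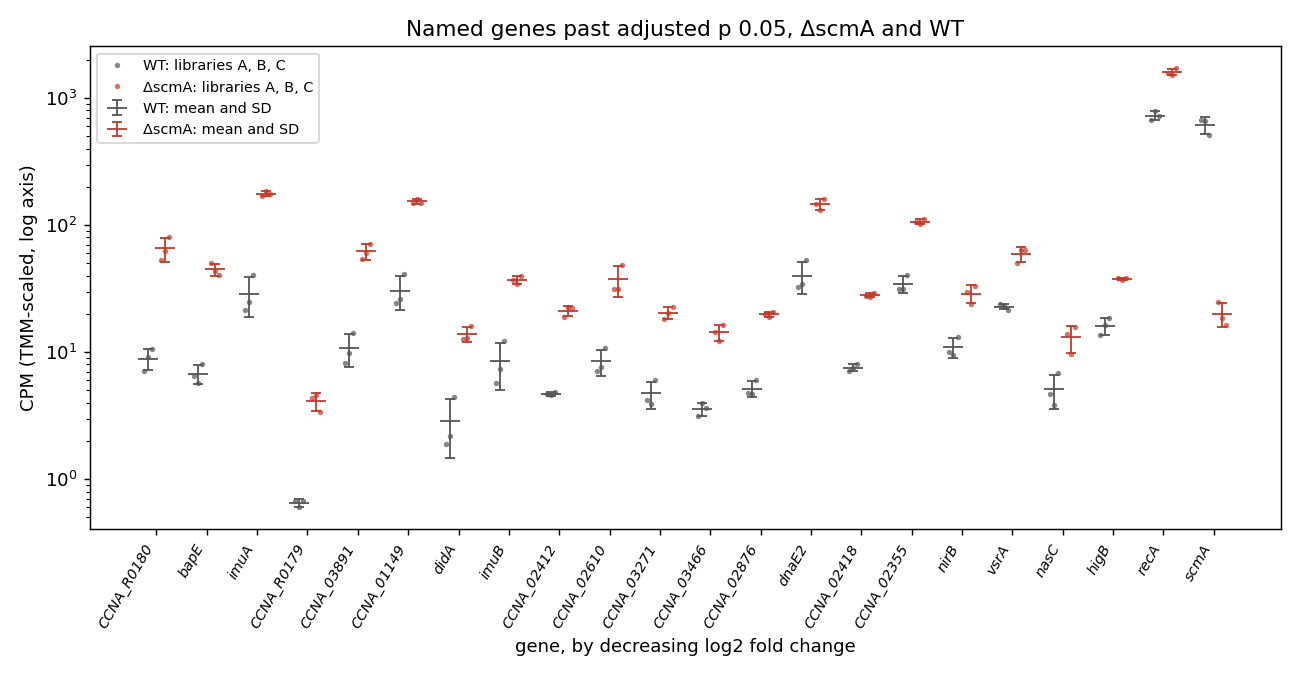
CPM on a log axis for the 22 named genes with adjusted p under 0.05, with WT in grey and ΔscmA in red, where dots are single libraries and bars the mean and SD of 3 libraries. In scmA the WT dots lie above the ΔscmA dots, and in the other 21 genes the ΔscmA dots lie above the WT dots.

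The largest increase was that of CCNA_R0180, annotated as a non-coding RNA (3266851 to 3266937), which went from 8.91 ± 1.71 to 65.6 ± 14.0 CPM, a log2 fold change of 2.88 (SE 0.11, adjusted p = 0.00742, edgeR). Another non-coding RNA gene nearby, CCNA_R0179 (3265823 to 3265917), rose by 2.64 on the log2 scale at a low level, from 0.651 ± 0.0435 to 4.12 ± 0.645 CPM. Between these 2 genes lie CCNA_03116 and bacB, a gene of a bactofilin cytoskeletal protein, both with a log2 fold change of 0.08 (adjusted p = 0.933 and 0.928, edgeR). On the other side of CCNA_R0180, CCNA_03118 and CCNA_R0181 had log2 fold changes of 2.28 (SE 0.89) and 1.33 (SE 1.76) and were not called (adjusted p = 0.652 and 0.897, edgeR). CCNA_R0132, also a non-coding RNA gene, is separated from recA by 17 bp and rose by 1.67 on the log2 scale. The other 30 genes called higher code for proteins.

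CCNA_01149 and its neighbour CCNA_03891 (1251371 to 1254007 and 1254289 to 1254639) rose by 2.37 and 2.56 on the log2 scale, to 154 ± 6.75 and 62.1 ± 8.63 CPM. Of the remaining protein-coding genes among the 15 largest increases, CCNA_02412, CCNA_02610, CCNA_03271 and CCNA_03466 rose 4.50-, 4.36-, 4.35- and 4.00-fold (SE of the log2 fold change 0.13, 0.11, 0.15 and 0.18). The 33 genes called higher had log2 fold changes between 1.09 and 2.88, and adjusted p between 0.00742 and 0.0427 in edgeR's test. Each of the 33 was higher in ΔscmA in all 3 letter pairs. At adjusted p under 0.05 alone, 36 genes were higher and 1 was lower.

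Genes of the SOS response, which the repressor LexA controls, were fixed as a list of 16. All 16 had a log2 fold change above 0 (median 1.09), and 7 rose at adjusted p under 0.05 over all genes, against 11 adjusted over the list alone. The list's leading members were bapE, imuA, imuB and dnaE2, the last 3 in the operon for error-prone translesion synthesis (3492997 to 3498732). imuB rose 4.60-fold to 37.1 ± 2.77 CPM, and dnaE2 rose 3.73-fold to 147 ± 14.7 CPM. The gene of the repressor itself, lexA, had a log2 fold change of 0.24 (SE 0.11, adjusted p = 0.685, edgeR), and ruvA, ruvB and ruvC of the Holliday junction resolvasome had 0.26, 0.26 and 0.11 (adjusted p of 0.790, 0.765 and 0.927). With camera the SOS list lay above the other genes (adjusted p = 1.37e-24 at the preset correlation), and the adjusted p = 0.141 with an estimated correlation. The fry test of the SOS list gave an adjusted p = 0.00998. The 7 SOS genes that rose are all among those the study marked on these libraries. The other 9 members all had log2 fold changes above 0, between 0.11 and 1.14, and none passed adjusted p under 0.05 in this edgeR fit or in limma, while 4 had an unadjusted p under 0.05 in edgeR. CCNA_02673, higA and mmcB passed in DESeq2 (adjusted p = 6.69e-06, 1.04e-06 and 3.23e-06) and in edgeR with no replicate block (adjusted p = 0.0199, 0.0149 and 0.0162).

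Of the 21 genes that the study marked as induced by DNA damage, 20 rose, and all 21 rose when adjusted over the list alone. The study chose this list on these libraries, so its counts, median and list tests restate that choice and are not independent evidence. Its median log2 fold change was 1.58 (camera adjusted p = 4.90e-65; adjusted p = 0.141 with an estimated correlation). Among the 33 genes called higher, 20 were on that list and 13 were not.

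Among 30 other DNA repair genes, 2 rose, CCNA_02418 (3.72-fold, to 28.1 ± 0.917 CPM) and CCNA_02355 (3.13-fold, to 107 ± 5.30 CPM), and 28 did not pass. Adjusted over the list alone, 2 rose. Both are also on the study's list, and the median of the 30 was 0.07 (camera adjusted p = 0.0280; adjusted p = 0.293 with an estimated correlation). All 4 Vsr-like genes had log2 fold changes above 0, and 2 of them rose, over all genes and adjusted over the list alone (camera adjusted p = 3.10e-07; adjusted p = 0.209 with an estimated correlation). CCNA_02876 had a log2 fold change of 1.95 (SE 0.13) and vsrA one of 1.37 (SE 0.14). The study's text names both as induced in these libraries, so the result of the Vsr-like list is not independent evidence. The positions of the 2 genes, 3025889 to 3026329 and 3090917 to 3091450, overlap those of other annotated genes by 29 and 116 bp. The counts thus leave out or share reads there. Of 5 DNA methyltransferase genes only scmA passed over all genes, and adjusted over the list alone 1 fell and 1 rose. The list holds the deleted gene, and its other 4 members lay between -0.30 and 0.37, so its camera result (adjusted p = 0.0146; adjusted p = 0.282 with an estimated correlation) is no evidence on the others.

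The genes of nitrate assimilation, which take up nitrate and reduce it to ammonium, were a further group with values above WT. All 10 had log2 fold changes above 0 (median 0.91) and 2 rose over all genes, nirB (2.65-fold, from 10.9 ± 1.94 to 28.9 ± 4.60 CPM) and nasC (2.57-fold, from 5.11 ± 1.54 to 13.1 ± 3.15 CPM), while all 10 rose adjusted over the list alone and DESeq2 called 4. The largest change in the list, that of narK at 1.74 (SE 0.20), did not pass (adjusted p = 0.0528, edgeR). The locus tags of the 10 run from CCNA_00645 to CCNA_00654, so the genes may not be separate observations. The camera adjusted p = 2.10e-17, and the adjusted p = 0.207 with an estimated correlation. The fry test of the nitrate list gave an adjusted p = 0.0284. Without the replicate block nasC no longer passed (adjusted p = 0.111, edgeR).

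Among 22 toxin and antitoxin genes, higB, the toxin gene of the higBA pair, rose 2.36-fold to 37.8 ± 0.586 CPM, and 21 did not pass in edgeR with the block, while DESeq2 called 6 members and edgeR with no block 2. Adjusted over the list alone, 7 rose (camera adjusted p = 3.10e-07; adjusted p = 0.282 with an estimated correlation). Of 4 division inhibitor genes didA rose and 3 did not pass, with 2 higher adjusted over the list alone (camera adjusted p = 0.00162; adjusted p = 0.282 with an estimated correlation). The study's text names didA as induced in these libraries, so the result of this list is not independent evidence.

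**Figure D2:**
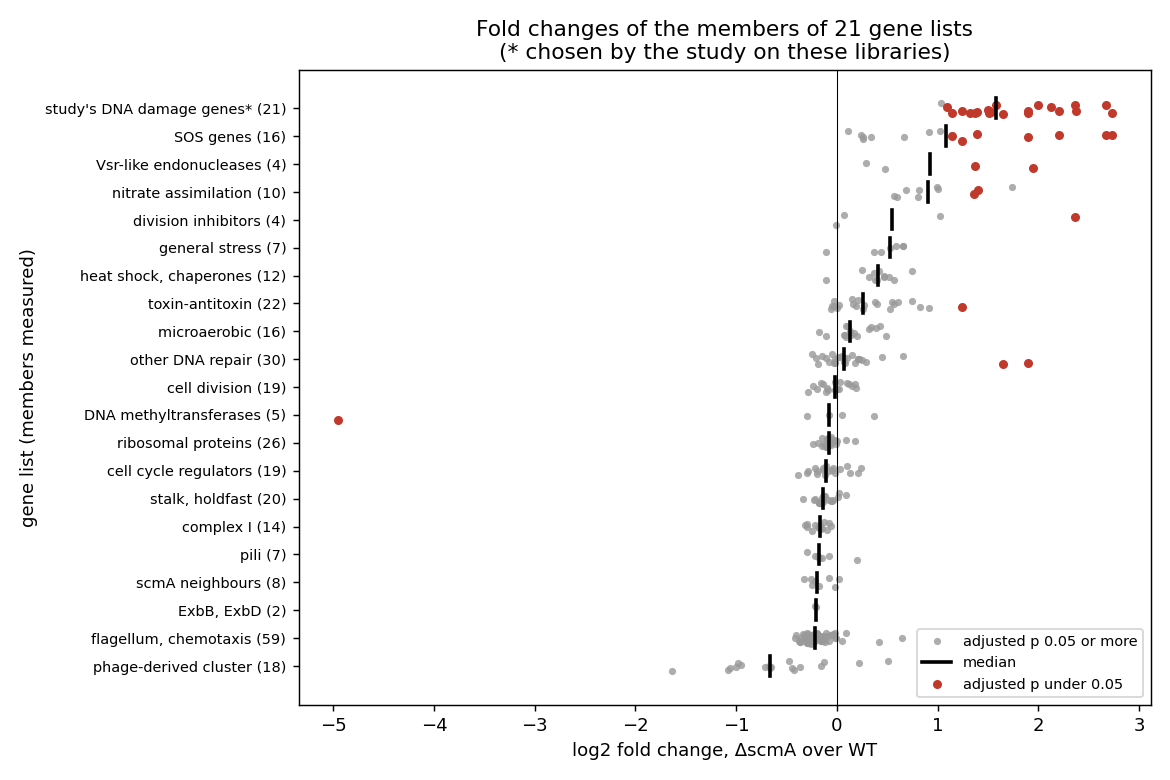
Log2 fold change of ΔscmA over WT (horizontal axis) for each measured member of 21 gene lists (vertical axis), with red dots for adjusted p under 0.05, grey dots for the rest and a black bar at each list's median. The SOS genes have a median of 1.09 and the flagellum and chemotaxis genes one of -0.22, with no red dot among the latter.

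No member passed, over all genes or adjusted over the list alone, in the lists of flagellum and chemotaxis, pili, stalk and holdfast, cell division, cell cycle regulators, ribosomal proteins, heat shock and chaperones, general stress, the phage-derived cluster (listed without its Vsr-like gene CCNA_02876, which rose), microaerobic genes, respiratory complex I, the TonB system and the 8 neighbours of scmA in edgeR's test. Limma called no member of these lists either, and DESeq2 called 1, the chaperone list's CCNA_02341 (adjusted p = 0.0371). Among 59 flagellum and chemotaxis genes 55 had log2 fold changes below 0 (median -0.22), with fliR at -0.40 and the hook gene flgE at -0.32, and 9 were lower at an unadjusted p under 0.05. The camera adjusted p = 8.54e-10, with an adjusted p = 0.282 with an estimated correlation. All 14 genes of complex I, the NADH dehydrogenase of the respiratory chain, were below 0 (median -0.17), with nuoM at -0.29 and nuoH at -0.32, and 4 were lower at an unadjusted p under 0.05. The camera adjusted p = 2.24e-04, with an adjusted p = 0.282 with an estimated correlation. The fry test of the complex I list gave an adjusted p = 0.0435. Of 12 heat shock and chaperone genes 11 were above 0 (median 0.41), with CCNA_02341 at 0.74 and CCNA_02594 at 0.47, and 6 were higher at an unadjusted p under 0.05. The camera adjusted p = 2.32e-05, with an adjusted p = 0.282 with an estimated correlation. Of 7 general stress genes 6 were above 0 (median 0.53), with the sigma factor gene sigU at 0.66 and the general stress response regulator gene phyR at 0.59, and 2 were higher at an unadjusted p under 0.05. In WT replicate C, sigU (148 CPM), phyR (204 CPM) and CCNA_02341 (338 CPM) lay near the ΔscmA libraries (155 to 193, 205 to 227 and 295 to 426 CPM), so these differences rest mainly on WT replicates A and B. The camera adjusted p of the general stress list = 0.00190, with an adjusted p = 0.325 with an estimated correlation. The list of the phage-derived cluster holds 18 genes and leaves out CCNA_02876. It also leaves out uzcX (CCNA_02866), which lies among them by position and was not called (adjusted p = 0.978, edgeR). Of the 18, 16 were below 0 (median -0.66) at a median of 31.3 counts. CCNA_02863 stood at -1.08 and CCNA_02872 at -0.98, and 1 of the 18 was lower at an unadjusted p under 0.05. The camera adjusted p = 5.72e-07, with an adjusted p = 0.337 with an estimated correlation.

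The other lists lay close to 0. The 20 stalk and holdfast genes had a median of -0.14 (hfsA -0.34, hfaB -0.23, and 1 lower at an unadjusted p under 0.05), the 19 cell cycle regulators -0.10 (ccrM -0.30, the master regulator gene ctrA -0.20, and 1 lower), the 26 ribosomal protein genes -0.08 (rplW -0.24, rpsJ -0.19, and 1 lower) and the 8 neighbours of scmA -0.19 (1 lower). Their camera adjusted p were 0.00382, 0.0385, 0.0190 and 0.0246, and the adjusted p were 0.364, 0.282, 0.547 and 0.364 with an estimated correlation. The 7 pilus genes had a median of -0.18 (cpaC -0.29, the pilin gene pilA 0.20), the 19 cell division genes -0.02 (ftsE -0.28, ftsW -0.23), the 16 microaerobic genes 0.14 (fixT 0.49, fixI 0.17) and exbB and exbD of the TonB system -0.20 and -0.21. None of these had an unadjusted p under 0.05, and camera gave adjusted p of 0.0679, 0.217 and 0.293 for the first 3 of these lists (0.462, 0.377 and 0.716 with an estimated correlation).

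The block leaves 2 residual degrees of freedom with 6 libraries and 1 with 5, and with the block no gene passed when replicate A or B of either strain was left out (97 to 152 were higher at an unadjusted p under 0.05, edgeR), while 41 or 44 were higher and 9 or 10 lower without replicate C of ΔscmA or of WT, and with no block, 28 to 35 were higher and 1 was lower when 1 library was left out. Without ΔscmA replicate C and WT replicate B, a pair of libraries that share a set of high genes, 16 genes were higher and 1 was lower with no block, while in the fit of all 6 libraries with the block only CCNA_R0180 was higher and scmA lower at an adjusted p under 0.01.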

Values the study reported

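The study reported 41 genes whose mRNA levels differed between ΔscmA and WT cells in M2G medium, of which 40 were higher in ΔscmA cells and scmA was the only lower one. Its fit held 3 experimental conditions and a batch term, so it rests on libraries beyond the 6 used here. It marked 21 of the higher genes, or 52%, as known to be induced by DNA damage. It gave an induction of 2.2-fold for recA, 6.3-fold for imuA, 4.6-fold for imuB, 6.6-fold for bapE and 5.1-fold for didA. For the genes of the putative Vsr-like endonucleases it gave 3.8-fold (CCNA_02876) and 2.6-fold (CCNA_02930, vsrA).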

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

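The fits with libraries left out and no block were chosen after seeing the data, the others before. At the study's thresholds 33 genes were higher and 1 was lower. RLE scaling, upper-quartile scaling, filterByExpr, thinning and limma with the block each called the same 33 higher and 1 lower. DESeq2 called 42 higher, which include the 33, and protein-coding genes alone gave 30. At adjusted p alone DESeq2 gave 81 higher and 8 lower against 36 and 1, and it called 10 SOS, 4 nitrate and 6 toxin-antitoxin genes against 7, 2 and 1. The cause was not tested. At an adjusted p under 0.01, 1 gene was higher, with or without the fold threshold. The replicate letters did not pair the samples: the deviations of same-letter libraries from their strain means correlated at 0.14 (A), -0.40 (B) and -0.30 (C) across genes, and 1 of 6 samples correlated best with its own letter. ΔscmA C with WT B had 0.50 and ΔscmA B with WT C 0.25. With no replicate block 36 genes were higher and 1 lower, 32 of the 36 among the 33, and at adjusted p alone 51 were higher and 3 lower, with 10 SOS genes.

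Leaving out each library with the block left 1 residual degree of freedom. The counts then ran from 0 to 44 higher and 0 to 10 lower, and at adjusted p alone from 0 to 52 and 0 to 15. The counts were 0 in edgeR without ΔscmA replicate A or B or WT replicate A or B, where 97, 150, 99 and 152 genes were higher at an unadjusted p under 0.05, and 16, 13, 13 and 13 were lower. In each of these 6 fits all 33 genes kept a log2 fold change of at least 1. scmA ran from -5.14 to -4.84 with 1 library left out, with or without the block, and with the block had an adjusted p of 0.203, 0.0807, 0.235 and 0.0782 in the 4 fits with no call, and 0.00434 and 0.00542 without replicate C of ΔscmA or of WT. In these last 2 fits, which are nearly the same fit, CCNA_02872 also passed, at -1.51 in both. With no block and 1 library left out, 28 to 35 were higher and 1 was lower. At adjusted p alone 32 to 43 were higher and 1 to 3 were lower. Without ΔscmA replicate C and WT replicate B, 16 were higher (also 16 at adjusted p alone) and 1 lower, all 16 among the 33, and 32 of the 33 kept a log2 fold change of at least 1. Of the 22 named genes past adjusted p 0.05, 12 then missed it (0.0612 to 0.476).

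In all settings the 22 named genes past adjusted p 0.05 kept their direction, and the fold moved by at most 1.31 times (didA). Of 20 lists, 17 passed with camera at the preset correlation, 0 with an estimated correlation (adjusted p from 0.141 to 0.716), 7 with fry and 9 with fry and no replicate block. The 17 and 7 include the study's list, chosen on these libraries, and the methyltransferase list, which holds scmA. The cause of the loss was not tested. With the correlation estimated, the test has only the fit's 2 residual degrees of freedom, so the loss is weak evidence against these lists. The estimated correlation gave 0.141 for the SOS list and the study's list and 0.207 for nitrate assimilation. Camera with no block, RLE or filterByExpr changed no list's side. With the block and 1 library left out 3 or 4 lists lost the call and at most 1 gained it, and in the 2 against 2 fit 5 lost it and 1 gained it. The motif and LexA box tests were not run.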

Other observations

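The tests in this part were chosen after the patterns they bear on were seen, and only for the overlap of annotated neighbours, the fold changes without a pair of libraries and the share of counts in the shared set were the bounds written before the test's value. The 2 genes on each side of vsrA and of CCNA_02876 were not called. The genes beside vsrA, CCNA_02929 and CCNA_02931, had log2 fold changes of -0.03 and -0.12, and CCNA_R0176, which overlaps vsrA by 116 bp, had one of -0.39. From reporter assays, the study placed the main promoter of vsrA upstream of CCNA_02931, apparently in a shared operon. It found this promoter unaffected by ScmA, and proposes that LexA represses elongation at a site within vsrA. That was not tested here. In the phage-derived cluster, whose list leaves it out, CCNA_02876 stood at 1.95 between CCNA_02877 at -0.45 and CCNA_02878 at -0.65. Next to didA, in contrast, CCNA_03211 was called too, at 1.09, and CCNA_03213 had a value of 0.38 that did not pass.

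In ΔscmA replicate C, 32 genes were at least 2-fold higher, on log2(CPM + 1), than in any other library, against 3 each in ΔscmA replicate A and WT replicate A and 0 in the other 3 libraries. CCNA_R0188, a non-coding RNA gene (3462949 to 3463206), had 742 CPM in ΔscmA replicate A and between 5.27 and 8.28 CPM in the other 5 libraries. In that library CCNA_03298 (3469206 to 3472583) had 252 CPM against 9.67 to 12.8, and CCNA_03263 (3431964 to 3434777) had 346 CPM against 37.7 to 81.9. In WT replicate A, CCNA_00703 and CCNA_00704 had 183 and 184 CPM, against 25.8 to 75.7 and 19.4 to 68.3 elsewhere. The outer membrane protein gene ompW had 70.7 CPM in ΔscmA replicate C and 4.61 to 18.4 CPM elsewhere. In the SOS list, the 9 members outside the study's list had a median log2 fold change of 0.34, a remainder set by the study's choice of genes on these libraries.

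The 34 changed genes (33 higher, 1 lower) are the first pattern weighed. The scaling of the libraries was argued against, since all 33 genes had a log2 ratio of at least 1 in the mean counts with no scaling (lowest 1.13), and scaling differed by at most 0.21 on the log2 scale between libraries. The pair of libraries described next was argued against as the whole source, since 32 of the 33 genes kept a log2 fold change of at least 1 without it, although only 16 were then called. This argument is weak. The pair holds 1 library of each strain, 0 of its 38 shared genes were called, and the 33 genes were chosen for their fold in the same libraries. The 6 libraries allow 10 splits of 3 against 3, too few for a share under 0.05. With the block the real split gave 34 genes, or 37 at adjusted p alone, and the highest other split gave 0. In each case 1 of 10 splits, the real one, gave as many. With no block the real split gave 37 genes and the highest other split 0. For the SOS list the real split had a camera p of 1.37e-25, and 1 split of 10 reached it. The smallest other camera p was 3.26e-06, in a split that kept the libraries of B together and those of C together. With the block that split compares only ΔscmA replicate A with WT replicate A, which is part of the real strain difference. Most other splits are of this kind, so with the block their values decide little on random grouping. On these libraries the deletion of scmA stays open as a biological source, and a change in mRNA per cell was not measured. The study has further evidence from other strains, not used here. In cells without vsrA, it reported that the loss of scmA changed only scmA and its neighbour CCNA_01084 at its thresholds. Its fluorescent reporters, in cells grown in PYE complex medium, showed a strong SOS response in only a subset of ΔscmA cells. The folds here, from M2G medium, are averages over a population, and single cells were not measured.

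A second pattern cut across the strains. A set of 38 genes was at least 2-fold higher, on log2(CPM + 1), in ΔscmA replicate C and WT replicate B than in any of the other 4 libraries, while the next pair of libraries shared 3 such genes, and 0 of the 38 were called between strains by edgeR. It holds CCNA_R0181, near CCNA_R0180, and zerR, zerA and uzcX, the last 3 named for responses to zinc or uranium: zerR had 983 and 904 CPM in these libraries and 165 to 223 elsewhere. An exchange of libraries between the strains was argued against by scmA at 16.5 CPM in ΔscmA replicate C and 665 CPM in WT replicate B, and library size by 1 of the 2 totals lying within the range of the other 4. Abundant transcripts taking counts from the rest would lower other genes. The set took at most 2.23% of the counts of a library, but the share of the raised genes cannot decide on this source, which stays open. Scaling between libraries differed by at most 0.21 on the log2 scale. A shared culture or library batch cannot be told apart from other sources, as the labels name 0 batches, and no biological explanation was tested.

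The third pattern is that genes called higher lay side by side. Among 4055 tested genes with a position, the 33 formed 6 adjacent pairs, against a mean of 0.262 in 100000 random sets of 33 genes (permutation p = 1e-05, the smallest they can give), which argues against random placement. Overlap of annotated neighbours was argued against, since only 1 of the 6 pairs, CCNA_02783 and CCNA_02784, overlapped in coordinates. The pairs include recA with CCNA_R0132, CCNA_03211 with didA, and dnaE2 with imuB. Transcription of neighbours as 1 unit may account for such pairs, as a hypothesis that was not tested, since the values here hold no transcript ends.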
